A study of Mus musculus with 12 samples. Its data were reported in "Dynamic Expression of Imprinted Genes in the Developing and Postnatal Pituitary Gland" (2021).

How the data were processed

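Total RNA of whole pituitaries from 8 pregnant (embryonic day 15.5) and 4 virgin C57BL/6J females was hybridised to MouseWG-6 v2.0 bead arrays, 1 array per animal. The labels number the arrays within each group, and the design text describes separate females drawn from several litters. The litter of each animal is not given in the sources used here, so animals were treated as independent.

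The authors deposited a non-normalised table with a signal intensity and a detection p-value for each of 45281 probes on each array. These intensity values are on a linear scale and were not background-subtracted. The detection p-value deposited beside each is the scanner software's test of that probe against negative control beads. The authors also deposited a processed table, described in the methods of the study as variance-stabilised and quantile-normalised with lumi (version not given in the sources used here). Its values are linear intensities, each column ranks its probes exactly as the raw column of the same array does (Spearman correlation of 1), and column medians lie between 148.8143 and 148.9074. The transformed scale is thus not the one deposited, and log2 of this table was used only as an alternative.

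Starting from the non-normalised intensities, background was corrected with the normexp model in limma 3.58.1 (R 4.3.3), with negative controls inferred from the detection p-values and an offset of 16, followed by quantile normalisation and log2. Probes were kept when the detection p-value was under 0.05 on at least 4 of 12 arrays, which left 18626. Gene symbols came from the platform annotation, which names 1 gene for 34885 probes, several for 18 and none for 10378. Symbols were updated by gene ID through the RefSeq table of GRCm38.p6, in which 34807 of the 34885 were found. Of tested probes 16013 had 1 gene name and 2613 had none, and the latter were counted apart. The build behind the platform annotation is not given in the sources used here, so no coordinates are printed.

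Pregnant and non-pregnant arrays were compared with lmFit and eBayes in limma, two-sided, with Benjamini-Hochberg adjustment over all kept probes, and called at an adjusted p under 0.05 and at least 1.25-fold. All adjusted p-values of single genes are from this fit unless stated otherwise. A gene was called when at least 1 of its probes was. No called gene had probes called in both directions. Of the 143 called genes with more than 1 tested probe, 31 had every probe called. Log2 changes are pregnant minus non-pregnant and are given with their SE. A probe with a detection p-value of 0.05 or more on every array of a group has only a bound there. Its fold is then written as at least the difference, returned from log2, between the brighter group's mean and the mean, over the dim group's arrays, of the larger of the lowest signal among detected probes and the probe's own signal.

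Gene lists were fixed before the data were examined: the study's imprinted catalogue, pituitary and neighbouring cell types, blood cells, signalling, stress and housekeeping pathways, Y-linked genes and the genes that the study names. The last list includes single AP-1 genes, which the text of the study names only as a class. The text of the study was at hand when the lists were made. It reports Lhb, Egr1 and AP-1 genes as lower on these arrays, and changed genes of insulin signalling, insulin-like growth factor availability and prolactin regulation. Tests of the lists for these themes were therefore not blind to the data. The 30 lists with at least 3 measured members, other than the last, were tested with camera (preset correlation 0.01, 1 probe per gene, the one of highest mean), and again with an estimated correlation and with fry. None of the 4 lists called with the preset correlation held with an estimated one, while fry called 5 lists in one direction and 14 in either direction. Imprinted genes among called genes were tested with Fisher's exact test against all named genes past the filter. Genes named in the report are the 10 largest rises and 10 largest falls among called probes, the genes the study names, the pituitary hormone genes and up to 4 members of each list with the smallest p. Each is given by its probe of highest mean, and also by the called probe where only another was called. In the closing section, the histone and calcium channel genes, Krt90, Mdm1, Erfe, and the white cell and platelet genes Cd52, Coro1a, Pf4 and Itga2b fall outside this rule and were chosen after their values were seen. Pappa2 and Fosl1 were not analysed here.

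The procedure was tested on simulated data with 18626 probes, of which 200 were changed. It called 86% of probes changed 2-fold and 49% of those changed 1.5-fold, with 7 false calls among 142. The simulated noise was independent between probes and held no outlying array, so these rates need not hold for the real arrays. The number of arrays limits the precision.

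Alternatives were no background correction, the authors' table, cyclic loess, median scaling, no or a stricter detection filter, the adjusted p alone, limma's treat at 1.25-fold, an intensity trend with robust eBayes, array weights, averaged probes, the replicate number as a block, and leaving out each array in turn, with normalisation repeated on the other arrays and the set of kept probes unchanged. A fit to the 8 arrays that share the numbers 1 to 4, without the block, was added after seeing the data.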

Results

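Whole pituitary glands of 12 adult C57BL/6J female mice were profiled, each on its own Illumina MouseWG-6 v2.0 bead array. The pregnant group held 8 mated females taken late in gestation, and the non-pregnant group held 4 virgin females. Between 17217 and 18572 probes were detected above background on a given array, or 38.0% to 41.0% of those it carries. Detected probes averaged 17594 ± 382 (SD, n = 8) in pregnant and 18164 ± 336 (SD, n = 4) in non-pregnant females. The median raw signal was lower on all 4 non-pregnant arrays, at 144.8 to 147.6 intensity units, than on the 8 pregnant arrays, at 151.1 to 179.6 (two-sided exact permutation test over 495 splits, p = 0.0101). After normalisation, 18626 probes for 10802 named genes entered the tests. The first principal component held 24.5% of the variance and differed between the groups (two-sided exact permutation p = 0.00404). Non-pregnant replicate 4 stood apart from the other 3 non-pregnant arrays, at 0.26 on the first component against -32.7 to -21.3, and it correlated best with a pregnant array.

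**Figure D1:**
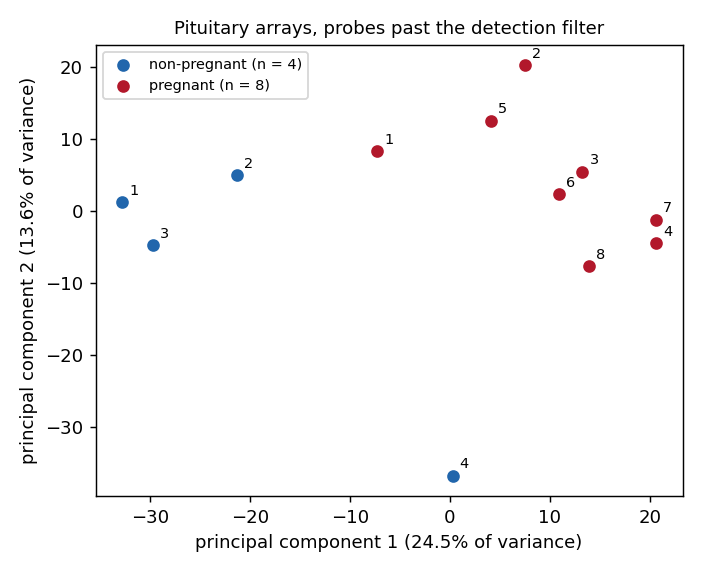
Principal components 1 and 2 of the 12 arrays (24.5% and 13.6% of the variance), one point per array with its replicate number. Non-pregnant replicates 1 to 3 lie at -21.3 or below on the first component, and non-pregnant replicate 4 lies at 0.26.

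The first question was which genes differed in the pituitary of the pregnant dam. The largest rises included genes of red blood cells, the chemokine gene Ccl17, the apolipoprotein L gene Apol11b and the natriuretic peptide convertase gene Corin. The largest falls included the activity-induced transcription factor genes Fosb, Npas4, Egr4 and Junb and the pancreatic-type ribonuclease gene Rnase1. Ccl17 was 4.54-fold higher in pregnant females (10.05 ± 0.39, SD, n = 8, against 7.86 ± 0.25, SD, n = 4, log2 intensity; adjusted p = 6.98e-05). Apol11b was not above background on any non-pregnant array and was at least 3.56-fold higher in pregnant females (adjusted p = 0.00815), and Piwil2, a gene of the piRNA pathway, was at least 2.36-fold higher on the same footing (adjusted p = 0.00337). Corin rose by 1.76 ± 0.25 (SE) on the log2 scale, the hair keratin gene Krt86 by 1.52 ± 0.22 and Ppp1r3g, which encodes a glycogen-targeting phosphatase subunit, by 1.61 ± 0.37 (adjusted p = 0.00188, 0.00188 and 0.0341). In the other direction, Rnase1 was 3.72-fold lower (adjusted p = 0.00466), the Kelch-family gene Klhl41 2.99-fold lower (adjusted p = 0.00114) and the calcium-binding protein gene Cib3 3.00-fold lower (adjusted p = 0.0238). The call of Cib3 ended without non-pregnant replicate 1 or 3 (adjusted p = 0.0972 and 0.105), and that of Ppp1r3g ended when any 1 of 9 arrays was left out (adjusted p up to 0.136). Tpm4, a tropomyosin gene, was measured by 3 probes that disagreed: the one called had a log2 change of -1.48 ± 0.25 and the brightest one of 0.25 ± 0.17 (adjusted p = 0.00565 and 0.497).

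In total, limma called 163 genes higher and 169 lower in pregnant females past the adjusted p and fold thresholds, with a further 29 and 21 unnamed probes. Both counts rested heavily on single non-pregnant arrays: they were 401 and 476 without non-pregnant replicate 4, 75 and 61 without replicate 1, and 59 and 53 without replicate 3. The count of genes called lower was 106 without pregnant replicate 7. The groups did not overlap for 549 probes, or 2.95% of those tested, where chance gives 0.4%.

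Of the hormone genes, the luteinising hormone subunit gene Lhb was clearly lower in pregnancy. It measured 10.92 ± 0.18 (SD, n = 8) in pregnant and 11.83 ± 0.12 (SD, n = 4) in non-pregnant females, 1.88-fold lower and without overlap between groups (adjusted p = 0.000508). Fshb, the follicle-stimulating hormone subunit gene, had a log2 change of 1.61 ± 0.48 (SE) that did not pass the test (adjusted p = 0.0943), and its non-pregnant values ran from 6.86 in replicate 4 to 10.64 in replicate 2. The log2 change of Fshb was 2.16 without non-pregnant replicate 2, where it passed (adjusted p = 0.0227), and 0.90 without non-pregnant replicate 4. Prl, Gh, Pomc, Tshb and Cga did not pass the test. Their log2 changes were -0.16 ± 0.10 for Prl, -0.28 ± 0.09 for Gh, -0.03 ± 0.10 for Pomc, 0.12 ± 0.11 for Tshb and -0.21 ± 0.10 for Cga (adjusted p = 0.458, 0.106, 0.91, 0.62 and 0.279). The Prl, Gh, Cga and Pomc probes averaged 90.3%, 85.2%, 75.3% and 69.6% of the array's brightest signal, a range in which arrays compress differences.

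Markers of the endocrine cell types were mostly not called. Of 7 measured gonadotroph genes 1 fell, Lhb, and 6 were not called, among them the gonadotrophin-releasing hormone receptor gene Gnrhr (-0.32 ± 0.14, adjusted p = 0.26) and Gata2 (-0.44 ± 0.18, adjusted p = 0.209). No member was called of the lactotroph list (5 measured), the somatotroph list (6), the thyrotroph list (5), the corticotroph list (4) or the stem cell list (9). Their examples included the dopamine receptor gene Drd2 (-0.21 ± 0.13) and the oestrogen receptor gene Esr1 (-0.18 ± 0.15) for lactotrophs, Ghrhr (0.34 ± 0.13) and Ghsr (0.49 ± 0.23) for somatotrophs, Trhr (0.54 ± 0.15) and Dio2 (-0.47 ± 0.16) for thyrotrophs, Tbx19 (-0.10 ± 0.14) and Crhr1 (-0.01 ± 0.16) for corticotrophs, and Sox9 (-0.41 ± 0.11) and Sox2 (-0.37 ± 0.14) for stem cells, at adjusted p of 0.0703 or more. Adjusted over the list alone, 1 gonadotroph gene rose and 1 fell, 1 thyrotroph gene rose and 2 fell, and 1 stem cell gene fell, with 0 in the other 3 lists. Without pregnant replicate 8 Trhr was called (adjusted p = 0.0392), and without non-pregnant replicate 4 Sox9 and Sox2 were called lower (adjusted p = 0.0225 and 0.0306), Sox9 also without pregnant replicate 1 (adjusted p = 0.0419). As sets, none of these lists passed camera (adjusted p = 0.103 for gonadotroph, 0.183 for lactotroph, 0.475 for somatotroph, 0.615 for thyrotroph, 0.506 for corticotroph and 0.53 for stem cell genes). The stem cell list had a median of 0.05 and a mean of -0.08, and its test pointed down. The gonadotroph list passed camera with no background correction, the stricter filter, trend and robust eBayes, and averaged probes (adjusted p = 0.0498, 0.0389, 0.0384 and 0.0452). It did not pass with an estimated correlation (camera adjusted p = 0.341). By fry, which asks whether the members move one way without comparing them with other genes, the gonadotroph list (adjusted p = 0.00253) and the lactotroph list, with all 5 members lower, passed (adjusted p = 0.0248).

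**Figure D2:**
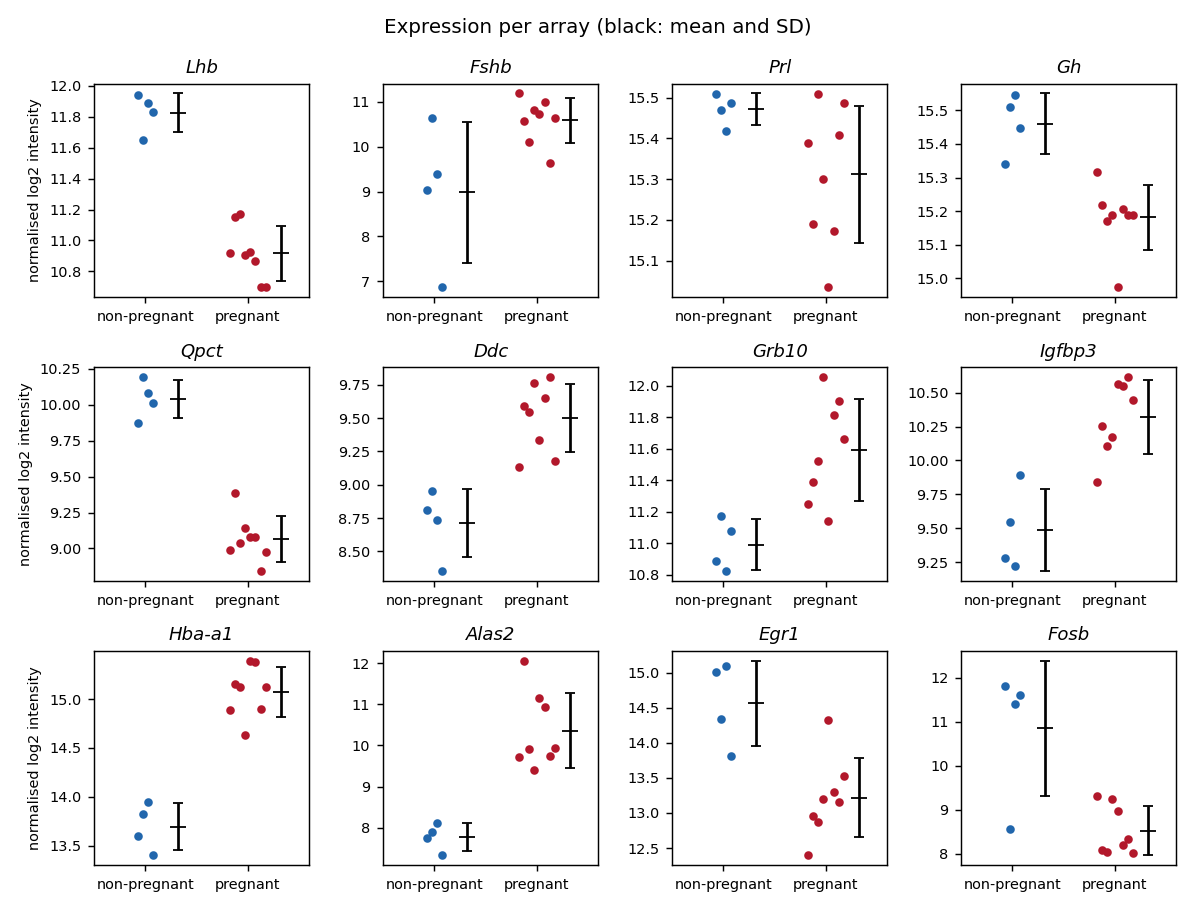
Normalised log2 intensity of 12 genes on each array, with the group mean and SD in black (8 pregnant and 4 non-pregnant arrays, with axes that do not start at 0). Lhb and Qpct lay lower on all 8 pregnant arrays than on any non-pregnant array, and Hba-a1, Alas2 and Ddc lay higher.

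The study asked whether imprinted genes, which are expressed from one parental allele, change as a class in the pregnant gland. It did not establish the expressed allele of every such gene in the pituitary. It describes Qpct, Ddc and Grb10 as imprinted in certain tissues only, with their status in this gland unknown. Of 69 measured members of its catalogue, 2 rose, 1 fell and 66 were not called. Qpct, which encodes the glutaminyl cyclase that modifies secreted peptides, was 1.96-fold lower in pregnant females (9.07 ± 0.16, SD, n = 8, against 10.04 ± 0.13, SD, n = 4; adjusted p = 0.00027). This direction is opposite to the one stated in the discussion of the study. Ddc, which encodes the decarboxylase that forms dopamine and serotonin, was 1.73-fold higher (9.50 ± 0.26 against 8.71 ± 0.26; adjusted p = 0.0114), by 2 of its 3 probes. Nnat, the neuronatin gene, was called by 1 of 3 probes (log2 change 0.47 ± 0.11, adjusted p = 0.0391), and its brightest probe was not called (0.43 ± 0.15, adjusted p = 0.147). The call of Nnat ended when any 1 of 8 arrays was left out (adjusted p up to 0.115). Grb10, an adaptor that inhibits insulin receptor signalling and the neighbour of Ddc in the GRCm38.p6 annotation, was higher on 7 of 8 pregnant arrays than on any non-pregnant array but missed the threshold (11.59 ± 0.32 against 10.99 ± 0.16; log2 change 0.60 ± 0.16, SE, adjusted p = 0.0625). Grb10 was called without pregnant replicate 1 or 5 (adjusted p = 0.0419 and 0.0367).

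The catalogue as a whole had a median log2 change of -0.01 and did not shift in one direction against other genes (camera p = 0.608, and 0.609 with an estimated correlation). By fry in either direction, which does not compare it with other genes, it passed (adjusted p = 1.32e-05), as 1 of 14 lists that did. Adjusted over the list alone, 2 members rose, Ddc and Grb10 (adjusted p = 0.0422 for Grb10), and 1 fell, Qpct. Imprinted genes made up 3 of the 332 called genes where 2.12 would fall by chance (odds ratio 1.44, 95% interval 0.288 to 4.43; two-sided Fisher's exact p = 0.472). With no background correction 6 members were called (Fisher's exact p = 0.0355), and 6 on the authors' deposited table (Fisher's exact p = 0.046). Without non-pregnant replicate 3 the called members numbered 3 among fewer called genes (Fisher's exact p = 0.0347).

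Genes of red blood cells rose together. Of 6 measured, 5 were called higher: the haemoglobin genes Hbb-bs, Hbb-bt and Hba-a1, Alas2, which encodes the first enzyme of erythroid haem synthesis, and Slc4a1, the band 3 anion exchanger gene. Alas2 was 5.98-fold higher (10.36 ± 0.92, SD, n = 8, against 7.78 ± 0.33, SD, n = 4; adjusted p = 0.00331) and Hba-a1 2.60-fold (15.07 ± 0.26 against 13.70 ± 0.24; adjusted p = 0.000226). Slc4a1 rose by 2.31 ± 0.45, Hbb-bs by 1.61 ± 0.16 and Hbb-bt by 1.36 ± 0.12 on the log2 scale. The haemoglobin genes are near-identical copies whose probes do not separate them with certainty. In pregnant females the Hba-a1, Hbb-bt and Hbb-bs probes (15.07, 15.07 and 15.01) lay in the bright range of Cga (15.03), where arrays compress differences, so their folds are not exact. Without non-pregnant replicate 1 the call of Slc4a1 ended (adjusted p = 0.0567). All 6 were higher when adjusted over the list alone. The list passed camera with the preset correlation (mean log2 change 1.74, adjusted p = 9.71e-13) and not with an estimated one (adjusted p = 0.125 with an estimated correlation). By fry in one direction, which does not compare it with other genes, it passed (adjusted p = 0.00036).

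The immediate early and AP-1 list, genes switched on within minutes of stimulation, moved the other way. Of 23 measured members 7 fell, 0 rose and 16 were not called, with a median log2 change of -1.06. The groups overlapped: the mean deviation of members from their averages ran from -0.65 to 0.14 on pregnant arrays. On non-pregnant arrays it ran from -0.03 in replicate 2 to 1.19 in replicate 3. Fosb was 5.01-fold lower in pregnant females (8.53 ± 0.56, SD, n = 8, against 10.85 ± 1.53, SD, n = 4; adjusted p = 0.0205), Arc 4.14-fold (adjusted p = 0.026), Egr4 3.69-fold (adjusted p = 0.0106), Junb 3.24-fold (adjusted p = 0.0146), Btg2 2.81-fold (adjusted p = 0.0237) and Egr1 2.54-fold (13.22 ± 0.56 against 14.56 ± 0.60; adjusted p = 0.0258). On pregnant arrays other than replicate 5, Btg2 ran from 4.96 to 5.49, near background, so its fold is not exact. Npas4, a neuronal activity gene outside the list, was not above background on any pregnant array and was at least 2.76-fold lower there (adjusted p = 0.00231). Fos itself varied too much to be called (-1.69 ± 0.82, adjusted p = 0.309), and Jun (-0.08 ± 0.22), Jund (0.24 ± 0.11) and Fosl2 (-0.19 ± 0.43) were not called. Adjusted over the list alone, 11 fell and 1 rose. The list passed camera (adjusted p = 6.86e-05, and adjusted p = 0.345 with an estimated correlation). By fry in one direction it also passed (adjusted p = 0.0351). The study had already reported Egr1 and AP-1 genes as lower on these arrays, so these tests were not blind to direction. Without non-pregnant replicate 1 or 3, the calls of Egr1 (adjusted p = 0.109 and 0.117), Junb (0.0522 and 0.057), Fosb (0.0902 and 0.0904), Arc (0.109 and 0.103) and Btg2 (0.0992 and 0.0918) ended, and without replicate 3 so did that of Egr4 (0.0558). Without non-pregnant replicate 2 the log2 change of Fosb was -3.09. That of Fos was -1.02 without non-pregnant replicate 3 and -2.48 without replicate 4, and that of Fosl2 was -0.79 without replicate 2, with none of these passing for Fos or Fosl2.

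Both of the other lists that passed camera held few or no called members. The proliferation list had a median log2 change of 0.47 over 21 genes, with 19 higher at any size and 0 called by limma, also when adjusted over the list alone (camera adjusted p = 0.00038, and adjusted p = 0.709 with an estimated correlation). The groups overlapped: the mean deviation of its members from their averages ran from -0.44 to 0.68 on pregnant and from -0.72 to 0.30 on non-pregnant arrays. Of the 18626 tested probes 3157 had an unadjusted p under 0.05. Its smallest p-values were those of the mitotic kinase genes Aurka (0.72 ± 0.23) and Plk1 (1.01 ± 0.35), the survivin gene Birc5 (0.85 ± 0.33) and the spindle gene Prc1 (1.12 ± 0.46). Plk1 was called without non-pregnant replicate 2 (adjusted p = 0.0322), and the proliferation list did not pass camera with the stricter filter (adjusted p = 0.191). By fry in one direction the proliferation list did not pass (adjusted p = 0.303). Of 3 measured lymphocyte and granulocyte genes 1 rose, the B-cell receptor gene Cd79b (0.78 ± 0.12, adjusted p = 0.00292), while Camp (0.49 ± 0.25) and Lcn2 (0.25 ± 0.17) were not called. This list had a camera adjusted p = 0.0178, and adjusted p = 0.341 with an estimated correlation, and 1 member rose when adjusted over the list alone. It did not pass camera with no detection filter or with array weights (adjusted p = 0.0872 and 0.0531). By fry in one direction it passed (adjusted p = 0.0103).

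The study also drew attention to regulators of prolactin, to insulin and mTORC1 signalling and to the insulin-like growth factor system. Among 14 prolactin and dopamine genes, Ddc and the vasoactive intestinal peptide gene Vip (1.67-fold, adjusted p = 0.0387) rose and the neuromedin U gene Nmu fell (1.94-fold lower, adjusted p = 0.00674). The Vip call ended when any 1 of 10 arrays was left out (adjusted p up to 0.147). Of 34 insulin and mTORC1 genes, the translation repressor gene Eif4ebp1 rose 2.06-fold (adjusted p = 0.0147), the insulin receptor substrate gene Irs2 fell 1.98-fold (adjusted p = 0.0498), and Ddit4 was not called (-0.42 ± 0.15). Of 14 insulin-like growth factor genes 1 rose, Igfbp3, the main circulating binding protein (1.78-fold; 10.32 ± 0.27, SD, n = 8, against 9.49 ± 0.30, SD, n = 4; adjusted p = 0.0124), and Igfbp4 (-0.26 ± 0.12) and Stc2 (0.25 ± 0.13) were not called. Without non-pregnant replicate 1 or 3 the calls of Igfbp3 (adjusted p = 0.0593 and 0.065) and Eif4ebp1 (0.0632 and 0.0664) ended, and that of Irs2 ended without any 1 of 9 arrays (adjusted p up to 0.171). Ddit4 was called lower without pregnant replicate 2 (adjusted p = 0.0396). As sets, these 3 lists did not pass camera (adjusted p = 0.202, 0.53 and 0.809). By fry in either direction all 3 passed (adjusted p = 1.24e-10, 0.002 and 0.00799). The insulin-like growth factor list had a median of -0.04 and a mean of 0.01, and its test pointed down. Adjusted over the list alone, 6 prolactin and dopamine genes rose and 1 fell, 2 insulin and mTORC1 genes rose and 1 fell, and 1 insulin-like growth factor gene rose. Of the 15 measured genes that the study names for these samples, 3 rose and 6 fell (4 and 6 adjusted over the list alone), which is not independent evidence of direction because the study chose them on these arrays. The 15 include single AP-1 genes, which the text of the study names only as a class.

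**Figure D3:**
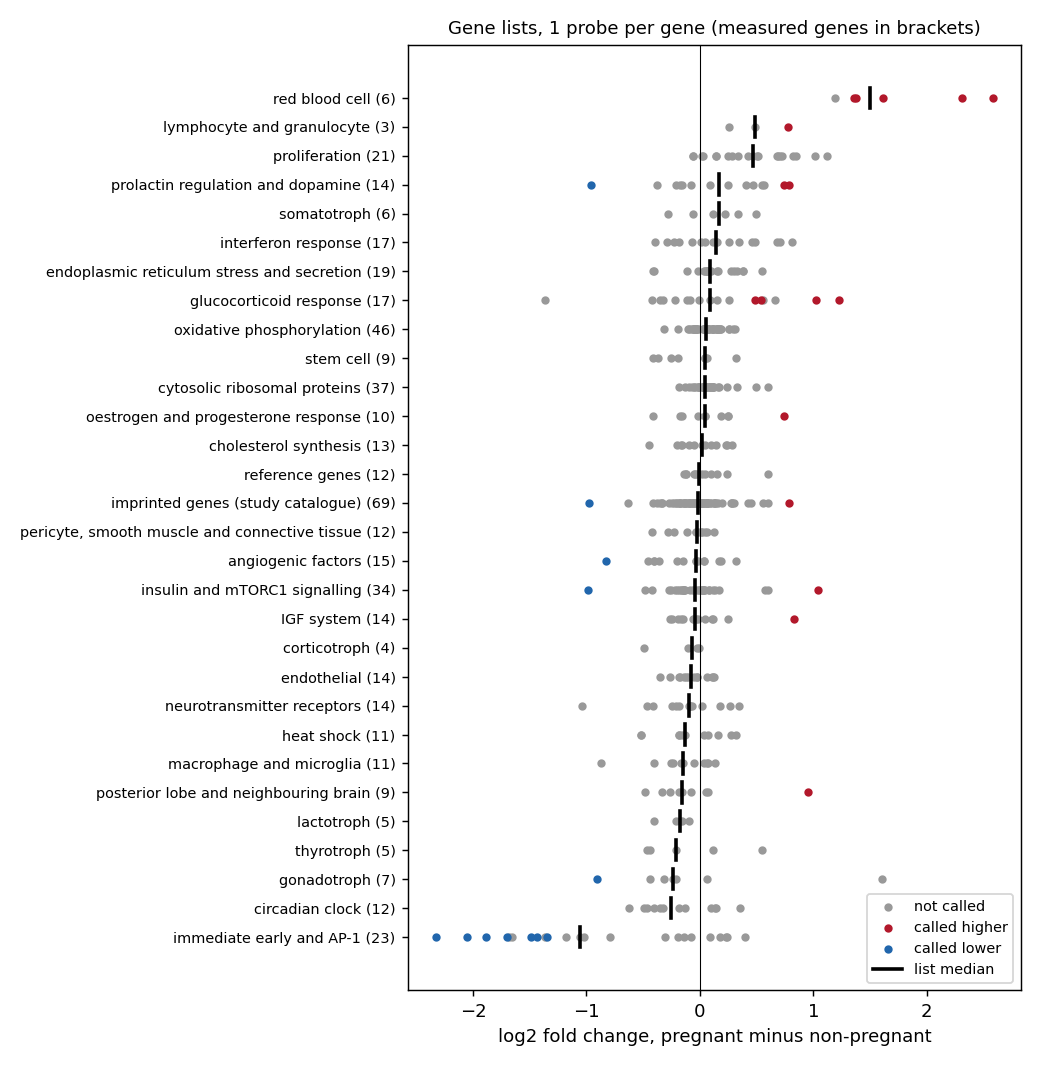
Log2 fold change (pregnant minus non-pregnant) of each measured gene in the 30 tested lists, 1 probe per gene, with the list median as a black bar and called genes coloured. Immediate early genes have a median of -1.06 and proliferation genes of 0.47.

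Among the remaining lists, 4 of 17 glucocorticoid response genes rose: the kinase gene Map3k6 (1.22 ± 0.18), the cell cycle inhibitor gene Cdkn1a (1.02 ± 0.18), the metallothionein gene Mt2 (0.54 ± 0.11) and Fkbp5, which encodes a glucocorticoid receptor co-chaperone (0.49 ± 0.11). The calls of Mt2 and Fkbp5 ended without non-pregnant replicate 1 (adjusted p = 0.0614 and 0.0834) or 3 (adjusted p = 0.0787 and 0.0616), and that of Fkbp5 also without non-pregnant replicate 2 or pregnant replicate 4 or 8 (adjusted p = 0.0824, 0.0536 and 0.0527). The list did not pass camera over all 12 arrays (adjusted p = 0.184, and 0.709 with an estimated correlation) but did with the replicate number as a block and on the same 8 arrays without it (adjusted p = 0.00355 and 0.00523). The mean deviation of its members from their averages was 0.12 to 0.31 on pregnant replicates 1 to 4. It was -0.15 to 0.01 on pregnant replicates 5 to 8 and -0.22 to 0.02 on the non-pregnant arrays. Adjusted over the list alone, 5 glucocorticoid response genes rose and 3 fell. Ttr, the transthyretin gene, rose in the list for posterior lobe and neighbouring brain (0.96 ± 0.19, adjusted p = 0.0174), where the myelin gene Mbp (-0.16 ± 0.10) and 7 others were not called. The call of Ttr ended without non-pregnant replicate 3 (adjusted p = 0.0545). Vegfd, a lymphatic growth factor gene, fell among 15 angiogenic factors (-0.82 ± 0.15, adjusted p = 0.00842), and Fgf1 (-0.40 ± 0.14) was not called. The lysozyme gene Lyz2 was called lower by 1 of 2 probes among 11 macrophage and microglia genes (-1.05 ± 0.24 for that probe and -0.87 ± 0.23 for the brighter one, adjusted p = 0.0337 and 0.0608), with Cx3cr1 at -0.40 ± 0.18. The call of that probe of Lyz2 ended when any 1 of 6 arrays was left out (adjusted p up to 0.0874), and the brighter probe was called without non-pregnant replicate 4 (adjusted p = 0.0226). Ciart in the circadian list of 12 (-0.82 ± 0.19) and Rgs2 in the oestrogen and progesterone list of 10, where Vip rose (-0.74 ± 0.16 for Rgs2), were likewise called lower by 1 probe and not by their brightest (-0.47 ± 0.18 and -0.41 ± 0.17), and Dbp (-0.49 ± 0.14) was not called. The call of Ciart ended when any 1 of 7 arrays was left out (adjusted p up to 0.122) and that of Rgs2 without non-pregnant replicate 1 or 3 (adjusted p = 0.0931 and 0.0902), while Dbp was called without non-pregnant replicate 4 (adjusted p = 0.00299). These lists had camera adjusted p-values of 0.64 for posterior lobe, 0.183 for angiogenic, macrophage and circadian genes, and 0.767 for oestrogen and progesterone response. The macrophage list passed with the replicate number as a block and on the same 8 arrays without it (adjusted p = 0.0142 and 0.0267), and not over all arrays with an estimated correlation (camera adjusted p = 0.743). Adjusted over the list alone, 1 posterior lobe gene rose, 1 angiogenic, 1 macrophage and 3 circadian genes fell, and 1 oestrogen and progesterone gene rose.

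No member was called of 14 endothelial genes (Tek -0.35 ± 0.15, Cldn5 -0.27 ± 0.20), 12 pericyte and connective tissue genes (Col1a2 -0.28 ± 0.15, Rgs5 -0.43 ± 0.27), 19 genes of endoplasmic reticulum stress and secretion (Sdf2l1 0.54 ± 0.14, Cpe -0.42 ± 0.11), 11 heat shock genes (Dnajb1 -0.52 ± 0.15, Hsph1 0.32 ± 0.12), 17 interferon genes (Bst2 0.81 ± 0.25, Isg15 0.68 ± 0.25), 14 neurotransmitter receptor genes (Gria2 -0.41 ± 0.10, Sstr2 -1.04 ± 0.30), 13 cholesterol synthesis genes (Lss 0.28 ± 0.12, Insig1 -0.45 ± 0.19), 37 cytosolic ribosomal protein genes (Rplp0 0.50 ± 0.13, Rpl13a 0.60 ± 0.18) or 46 oxidative phosphorylation genes (Ndufv2 0.31 ± 0.11, Ndufa4 0.25 ± 0.10). Their camera adjusted p-values were 0.615 for endothelial, 0.64 for pericyte, 0.183 for endoplasmic reticulum stress, 0.759 for heat shock, 0.191 for interferon, 0.202 for neurotransmitter receptor, 0.681 for cholesterol synthesis, and 0.183 for both ribosomal and oxidative phosphorylation genes. The ribosomal and oxidative phosphorylation lists passed with median scaling (adjusted p = 0.00282 and 0.0203), without non-pregnant replicate 1 (adjusted p = 0.0141 and 0.0294) and without non-pregnant replicate 4 (adjusted p = 0.011 and 0.0381). The ribosomal list also passed on the 8 arrays numbered 1 to 4 (adjusted p = 0.0288), the oxidative phosphorylation list with array weights (adjusted p = 0.0204) and the neurotransmitter receptor list with the stricter filter (adjusted p = 0.0389). With an estimated correlation the ribosomal, oxidative phosphorylation and neurotransmitter receptor lists did not pass (camera adjusted p = 0.743, 0.743 and 0.635). Without non-pregnant replicate 4, Sdf2l1, Hsph1, Gria2, Rplp0, Rpl13a and Ndufv2 were called (adjusted p = 0.00314, 0.024, 0.0209, 0.0236, 0.0251 and 0.0388). Dnajb1 was called without non-pregnant replicate 2 (adjusted p = 0.0217), Sstr2 without pregnant replicate 8 (adjusted p = 0.0133), Sdf2l1 without pregnant replicate 3 (adjusted p = 0.0423), and Gria2 and Rplp0 without pregnant replicate 1 (adjusted p = 0.0405 and 0.0421). Adjusted over the list alone, 1 gene of endoplasmic reticulum stress rose and 2 fell, 1 heat shock gene and 2 neurotransmitter receptor genes fell, and 0 were called in the other 6 lists. None of 12 reference genes was called over all probes (Tuba1a 0.24 ± 0.13, Gusb -0.14 ± 0.10, camera adjusted p = 0.64), and 1 rose when adjusted over the list alone. The cholesterol list had a median of 0.02 and a mean of -0.0061 with a test pointing up, and the reference genes had a median of -0.0056 and a mean of 0.06 with a test pointing up. The melanotroph list and the skeletal muscle and bone list had 2 measured members each and were not tested, and 0 Y-linked genes passed the detection filter.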

Values the study reported

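The study reported 190 genes with different expression between pregnant and virgin pituitaries, of which 103 were higher and 87 lower in the pregnant dams. It counted 3 imprinted genes among the 190, which were Qpct, Ddc and Grb10. By real-time PCR on a separate cohort it also found Ddc and Grb10 higher in pregnant mice. The imprinted genes called here were Qpct, Ddc and Nnat, and not Grb10. The thresholds it stated were a fold difference of at least 1.25 and a false discovery rate under 0.05.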

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

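The tests of a label swap, of blood cells, of heat shock genes and of Lhb were chosen only after the results were seen.

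In 16 of 336 groups of values, 1 array lay far from the rest of its group, where chance gives about 16.8. The gap of that array to its nearest neighbour, as a share of the group's range, is given in brackets. Non-pregnant replicate 2 was lowest for Fosb (0.875), Cib3 (0.899) and Rps25 (0.852) and highest for Dio2 (0.895), Scg2 (0.878) and the angiogenic list (0.839). Non-pregnant replicate 1 was highest for Hbb-bs (0.888), and non-pregnant replicate 4 was highest for Lss (0.965) and lowest for the red blood cell list (0.902). Pregnant replicate 5 was highest for Junb (0.559) and Btg2 (0.544) and lowest for Gh (0.578). Pregnant replicate 1 was highest for Sox9 (0.703) and lowest for Tuba1a (0.569), and pregnant replicate 2 was highest for the somatotroph list (0.591) and lowest for the oestrogen and progesterone list (0.567).

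Random splits seldom gave as many as the 431 called probes: 2 of 100 splits of the 12 arrays into 8 and 4 did, the real one included. The other was the split that exchanges non-pregnant replicate 4 for pregnant replicate 1, with 439 probes, which points to the structure of these arrays. The splits test the count and not each probe, and most mixed the 2 groups, which can lower their counts. They cannot exclude chance for single probes. A swap of those labels is argued against, because over the 1383 probes called between the other 10 arrays pregnant replicate 1 sat at a median of 0.701 on a scale from 0 (other non-pregnant) to 1 (other pregnant), above the 0.174 to 0.337 of the other non-pregnant arrays left out in turn, though below the 0.779 to 1.095 of the other pregnant arrays. Non-pregnant replicate 4 also sat outside the range of its own group, at 0.757. It sat at -0.296 for Hba-a1, -0.007 for Lhb and 0.038 for Qpct. These are genes called with this array counted as non-pregnant, so their positions are not independent of its label. What sets this array apart stays open. Within the pregnant arrays, the slope on array signal level accounted for -3.22% of the median called change, so no such effect showed there. The raw medians of the 2 groups did not overlap, so a level effect between the groups cannot be told apart from pregnancy.

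Of 6 measured red blood cell genes 5 rose in pregnancy (list adjusted p = 0.125 with an estimated correlation), with a median haemoglobin change of 1.38 from a probe in the bright, compressed range. More whole blood in the pregnant glands may account for this, but the 6 measured of 24 white cell and platelet genes had a median change of 0.21, and the better detected ones moved apart (Cd79b 0.78 ± 0.12, Cd52 -0.07 ± 0.24, Coro1a -0.07 ± 0.23) while Camp, Pf4 and Itga2b lay near background, so this stays open. Alas2 and Slc4a1 together rose by 0.87 ± 0.23 (SE) more than the 1 haemoglobin probe in the middle of the intensity range (two-sided exact permutation p = 0.00404), which 1 probe cannot settle. More immature red cells in the blood are a candidate explanation for that difference. However, 13 measured of 24 other genes of maturing red cells had a median change of 0.028, with members going both ways and 0 called by limma. That set was drawn up after the rises were seen, and it left out Alas2, Slc4a1, the haemoglobins and Erfe. Erfe itself rose by 1.46 ± 0.14 (adjusted p = 7.88e-05), so the absence of calls is partly built in. Several of the 13 genes lay near background, so this also cannot be told apart. Pregnancy itself remains a biological explanation for both.

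Of 23 measured immediate early genes 7 fell in pregnancy, and the list passed camera with the preset correlation but not with an estimated one (adjusted p = 0.345 with an estimated correlation). A stronger stress response in the non-pregnant tissue before freezing could account for this, and the heat shock list had a median change of -0.13, with members going both ways, which does not decide it. Lower drive of the gonadotrophs in pregnancy might also lower these genes, but among the 8 pregnant arrays Lhb and the mean of the immediate early genes had a Pearson r of -0.082 (exact permutation p = 0.846), a Spearman rho of 0.17 (exact permutation p = 0.703), and an r of 0.46 without the 2 farthest arrays. With 8 arrays neither explanation can be told apart from the other.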

How the results depend on the processing

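The fit to the 8 arrays numbered 1 to 4 without a block was chosen only after the results were seen. Without any 1 array, the genes called higher ranged from 59 to 401 and those called lower from 53 to 476, with the lowest counts without non-pregnant replicate 3 and the highest without non-pregnant replicate 4. Array weights gave 544 and 647, and the cause was not tested. Treat gave 20 and 10, since it tests against the fold threshold itself. With the replicate number as a block 60 and 33 genes were called, and on its 8 arrays without the block 47 and 23, with fewer samples in both. Numbers shared by both groups gave correlated deviations of 0.163, 0.06, 0.014 and 0.203, so they were not taken to pair animals. Other settings over all arrays gave 138 to 241 and 140 to 252. Imprinted genes as a class missed the threshold in every setting run, and their direction turned with the replicate block, where camera gave 0.937. Imprinted genes among those called numbered 6 with no background correction, 6 on the authors' table, 5 with the stricter filter, 5 with trend and robust eBayes, 11 with array weights, 1 with treat, 1 with averaged probes, 1 on the 8 arrays without the block, and 2 to 9 without any 1 array. The lists shifted numbered 0 with an estimated correlation and 7 on the 8 arrays without the block. The causes of these differences were not tested.

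Signs turned in 18 of 3316 values, each against a probe that was not called: Tpm4 (-0.32, against its brightest probe), Pdgfra (0.0002) and Gusb (0.0057) with averaged probes, Pomc (0.017) with median scaling, and Fosl2 (0.034), Jun (0.067) and Tbx19 (0.030) with the replicate block and on its 8 arrays without it. Without any 1 array, values ranged from -0.79 to 0.25 for Fosl2, -0.34 to 0.20 for Jun, -0.062 to 0.0047 for Pomc, -0.089 to 0.080 for Crhr1 and -0.30 to 0.0076 for Esam. Grb10 passed the threshold in 6 settings over all arrays, with adjusted p from 0.0127 with array weights to 0.044 with median scaling, and over all its alternatives the adjusted p ran from 0.0127 to 1, the last with treat. The slide as a block was not run because the slide is not given in the sources used here. Signal over background limits the dimmest probes, and the brightest hormone probes are compressed.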

Other observations

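The gene families here were chosen only after the results were seen, because members stood among the called genes, so a test on the same data would be void and none is given. Of 42 measured replication-type histone genes, whose products package newly made DNA, 15 rose, 0 fell and the others were not called, with a median log2 change of 0.41. H4c9 rose by 1.00 ± 0.13 (SE), H3c4 by 0.88 ± 0.12 and H2bc21, by 1 of 2 probes, by 1.10 ± 0.20 on the log2 scale (adjusted p = 0.00101, 0.00183 and 0.00825). Under the 4 other scalings between 13 and 15 rose and 0 fell, and without non-pregnant replicate 3 the number was 7. Histone genes are near-identical copies, and their probes do not separate them with certainty, so the count is not one of independent genes.

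Of 10 measured voltage-gated calcium channel genes, 4 fell and 6 were not called. Cacna1d encodes a pore-forming subunit, and Cacna2d1 and Cacna2d3 encode auxiliary subunits, while Cacng5 is counted here by its gene name alone. Cacna1d fell by 0.93 ± 0.17, Cacng5 by 1.01 ± 0.22, Cacna2d3 by 0.76 ± 0.13 and Cacna2d1 by 0.72 ± 0.16 on the log2 scale, and the family median was -0.04. Cacna1d and Cacna2d1 were each called by 1 of 3 probes. In pregnant females Cacna1d (5.82) and Cacna2d3 (5.88) lay near background, so their folds are not exact. Cacna2d3 was not called with no background correction or on the authors' table. Without non-pregnant replicate 4 a member of the family was also called higher. Under the other scalings 3 or 4 fell, and 2 fell without non-pregnant replicate 1, 2 or 3, where the calls of Cacna2d1 (adjusted p = 0.0899, 0.0599 and 0.073) and Cacng5 (adjusted p = 0.0992, 0.0565 and 0.0866) ended. The call of Cacna2d1 also ended without pregnant replicate 4, 6, 7 or 8 (adjusted p = 0.0549, 0.054, 0.0618 and 0.0545). Of 13 keratin genes 2 rose, Krt86 and Krt90 (1.11 ± 0.17). Mdm1, a gene of the centrosome, rose by 1.06 ± 0.18 with 8 of 8 probes called, and Erfe, the erythroferrone gene, by 1.46 ± 0.14 (adjusted p = 0.0064 and 7.88e-05).

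The number of genes called here was 332, of which 163 were higher and 169 lower in pregnant females. That is higher than the value quoted from the study above, which came from other processing. A gene counts here when any of its probes is called, after a detection filter that the methods of the study do not mention. With no detection filter the fit called 138 higher and 140 lower. On the authors' deposited table, with the filter, the fit used here called 197 higher and 212 lower. The reason for the difference from the study was not tested.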
